A study of Homo sapiens with 12 samples. Its data were reported in "Therapy-induced secretion of spliceosomal components mediates pro-survival crosstalk between ovarian cancer cells" (2024).

How the data were processed

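Messenger RNA was measured by sequencing in 12 libraries of SKOV3 cells, 3 each after transfection of U12 snRNA, U6atac snRNA or the GFP mRNA fragment, or after the empty reagent RNAiMax. Poly(A) RNA was selected and libraries were made with a directional kit. The values are read counts per gene as deposited by the authors, who trimmed reads with Trimmomatic, aligned them with STAR 2.5.2b and counted them with HTSeq 0.6.0 on the GRCh37.p13 annotation. The counts are raw: they are whole numbers, and each library has its own total. The strand setting of the counting and the annotation release are not given. For the tests of differential expression the labels name DESeq2 and the methods of the study name edgeR, so both were run, with edgeR as the main test. The control columns of the count table carry another short name than the labels and were assigned to the control by elimination and by the supplement of the study.

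Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups and its minimum count of 10, which kept 16472 of 63568 genes and left out 47096. The genes kept held at least 99.9% of the counts of every library. Libraries were scaled by TMM factors, log2 CPM used a prior count of 2, and all 12 libraries entered 1 quasi-likelihood fit with a mean per group. The common dispersion was 0.0457, a biological coefficient of variation of 21.4%. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no fold limit. The comparisons were U12, U6atac and GFP89 each against the control, U12 and U6atac each against GFP89, U12 against U6atac, and the mean of both snRNAs against the mean of control and GFP89. Gene symbols and identifiers are those of the count table, and no coordinates are given.

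The genes to be named were set by a rule: past the threshold, at a mean of at least 1 CPM and with no overlap between the sides, up to 12 per direction by fold change, filled where fewer than 8 qualified to 8 per direction with the genes of lowest unadjusted p, given as values. Of each gene list up to 4 members past the threshold were to be named, or otherwise the 2 of lowest p, and always RNU12, RNU6ATAC and the 5 checkpoint genes. The text leaves out 4 of the genes that this rule names, while lists and counts include them. This rule, the 7 comparisons, the gene lists, the tests and most alternatives were fixed before the data were examined. Alternatives added later were surrogate variables, a correction for GC content and length together, the permutation test of list scores, and the similarity of effects with a GC correction or a replicate block.

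There were 24 gene lists: the 5 checkpoint genes named by the study, G1/S genes, G2 and mitosis genes, homologous recombination and Fanconi genes, damage signalling genes, other repair genes, interferon-stimulated genes, NF-kB targets, stress response genes, cholesterol genes, minor spliceosome proteins, core spliceosome proteins, splicing regulators, p53 targets, immediate early genes, hypoxia and glycolysis genes, mesenchymal genes, epithelial markers, fibroblast markers, leukocyte and endothelial markers, genes of mitochondrial DNA, ribosomal protein genes, replication-dependent histone genes, and genes with a U12-type intron. Lists of repair, cell cycle and checkpoint genes share members, among them all 5 checkpoint genes, and 15 genes with a U12-type intron are in other lists. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry, with adjustment over the lists of a comparison. Genes with a U12-type intron were found by sequence in the reference genome, GRCh38 with GENCODE annotation, from 256393 annotated introns of protein-coding transcripts. The rule asked for a U12-type 5' splice site of the AT or GT kind and a branch site near the 3' end; 623 introns matched, in 548 genes. GC content and transcript length came from the same annotation, matched by gene identifier for 15872 of the genes tested (96.4%).

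Similarity of the U12 and U6atac effects was measured by Pearson's r across genes, beside 20 simulations in which counts were drawn for groups that do not differ. Library distances were the root mean square of the 500 largest log2 differences of each pair. They were tested by an exact permutation over every split of the 12 libraries into 6 and 6. Its p is the share of splits in which pairs across exceeded pairs within by a difference as large. Alternatives were DESeq2 1.42.0, the likelihood ratio test of edgeR, other scaling factors and filters, a fit of only the libraries compared, a block by replicate number, an offset per library for GC content (spline with 5 degrees of freedom), a 2-fold limit, a surrogate variable from sva 3.50.0, and leaving out each library in turn.

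The procedure was tested on simulated data with the spread and library sizes of these libraries. In 3 simulated sets of 16234 genes it recovered 18.4% of genes changed 1.5-fold, 44.3% of those changed 2-fold and 76.8% of those changed 4-fold for U12 against the control. For U6atac against the control it recovered 18.9%, 46.8% and 76.3%, and for the snRNA libraries against the others 41.3%, 64.7% and 89.9%. On simulated lists for the snRNA libraries against the others, camera called 6 of 6 shifted lists and 0 of 66 unshifted ones, the estimated correlation 5 and 0, and fry 6 and 3. In the real libraries, 53 of 100 drawn splits gave as many lists called by camera as the real split. The simulated rates of list calls therefore do not carry over to these libraries. No library was left out. Replicate numbers were not used as pairs, since of 18 pairs of libraries with the same number only 9 had a residual correlation above 0.1, and 3 of 12 libraries correlated best with a library of their own number. Over those 18 pairs the residual correlation ran from -0.313 to 0.370. It was positive for every pair of replicate 1 libraries, at 0.0884 or more, so a shared effect of replicate number is not excluded. No libraries of a group were copies of each other: their log2 CPM correlated at 0.972 to 0.988 and their counts differed by more than counting error.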

Results

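SKOV3 cells, a human ovarian carcinoma line that lacks functional p53, received, by transfection, U12 or U6atac snRNA made in vitro or an 89-nt fragment of GFP mRNA (GFP89), or the empty transfection reagent (control). U12 and U6atac are RNA parts of the minor spliceosome, which removes the rare U12-type introns. RNA was taken 48 h later, and poly(A)-selected RNA was sequenced as 3 libraries per group, 12 in all. The control libraries held 45943715, 47136394 and 39973889 counts in genes, and the GFP89 libraries 36226076, 41044964 and 50618131. The U12 libraries held 41347039, 47580647 and 43128363 counts, and the U6atac libraries 38789299, 39462685 and 48822788. Of 63568 genes in the count table, 16472 had enough counts to be tested. At a mean of at least 10 CPM (counts scaled to library size), which 7389 genes reached, the median standard error of a log2 fold change between 2 groups was 0.14. The labels number the libraries of a group. The study's methods call the replicates counted in its figure legends independent biological ones, but the legend for these libraries gives no number.

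The libraries differed in a trend with the GC content of the genes, which did not separate the groups. Fold changes between groups still fell with GC content across genes. Spearman's rho was -0.42 for U12, -0.45 for U6atac and -0.37 for GFP89, each against the control. The 2723 genes with a GC content under 42.8% stood 0.51 (median, log2) above their mean over all libraries in U6atac replicate 1, and -0.26 from it in control replicate 2 and in GFP89 replicate 2. Spearman's rho between this deviation and GC content, taken across genes that are not independent replicates, ran from -0.70 in U6atac replicate 1 to 0.63 in U6atac replicate 3. The first principal component of the 12 libraries held 27.6% of the variance, and its gene loadings followed GC content across genes (rho 0.68).

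**Figure D1:**
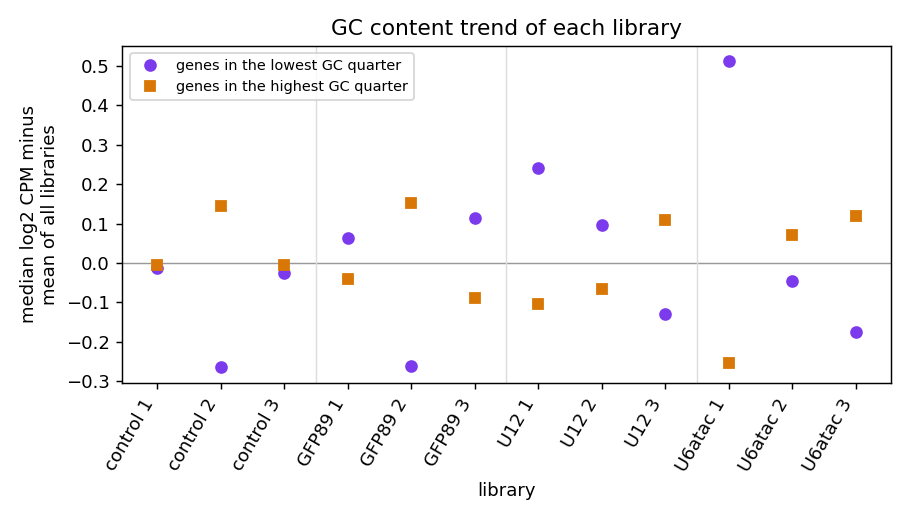
Median deviation of log2 CPM from the mean of all 12 libraries, for genes with a GC content under 42.8% (circles) and over 57.5% (squares), with 1 circle and 1 square per library. The circle of U6atac replicate 1 lies highest, at 0.51, and those of control replicate 2 and GFP89 replicate 2 lie at -0.26.

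The genes of the transfected RNAs gave almost no counts. RNU12, the gene of U12 snRNA (ENSG00000270022.2), had 0.517 ± 0.0945 CPM (SD, n = 3) in the U12 libraries, 0.366 ± 0.0846 in the control, 0.314 ± 0.139 with GFP89 and 0.151 ± 0.118 with U6atac. RNU12 was 0.49 ± 0.56 higher (log2, SE) with U12 than in the control and differed by -1.25 ± 0.61 with U6atac, with adjusted p = 0.897 and 0.877 by edgeR. The latter was -0.77 without U6atac replicate 2. RNU6ATAC had 0 counts in all 12 libraries, which by counting error alone allows between 0.0589 and 0.0829 CPM per library (3 counts). Neither RNA has a poly(A) tail, so its count after poly(A) selection does not measure how much RNA entered the cells.

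U12 snRNA against the empty reagent asks what U12 changed in the messenger RNA of these cells. NFKBIZ, a nuclear regulator of NF-kB target genes (ENSG00000144802.7), was 0.99 ± 0.23 higher (log2, SE) with U12, at 5.45 ± 1.29 CPM against 2.75 ± 0.445 in the control (SD, n = 3 each). KLHL24, a ubiquitin ligase adaptor (ENSG00000114796.11), was 1.07 ± 0.22 higher, at 3.37 ± 0.385 CPM against 1.61 ± 0.157. DNA2, a nuclease and helicase of DNA replication and repair (ENSG00000138346.10), was 1.02 ± 0.28 higher, and IL8, the neutrophil chemokine now called CXCL8 (ENSG00000169429.6), 1.01 ± 0.33. LSS, an enzyme of cholesterol synthesis, differed by -0.32 ± 0.11, and haem oxygenase HMOX1 by -0.52 ± 0.14. Without control replicate 1, LSS stood at -0.21. These are values and not changes, since no gene passed an adjusted p under 0.05: edgeR called 0 of 16472 genes, with a smallest adjusted p of 0.844. At an unadjusted p under 0.05 stood 865 genes, 358 higher and 507 lower, where 824 would by chance, and DESeq2 called 0. The likelihood ratio test of edgeR called 1, MFAP4, a microfibril protein, at -3.40 (log2) and adjusted p = 0.00977; it had a mean of 0.226 CPM and is named here after its values were seen.

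Among the remaining genes of lowest unadjusted p with U12, those higher included SNX16, a sorting nexin of endosomes (1.38 ± 0.33), the centriole protein CEP152 (1.53 ± 0.39), the anchoring protein AKAP9 (1.35 ± 0.40), the cohesin acetyltransferase ESCO1 (1.05 ± 0.31) and the lipid transfer protein VPS13C (1.08 ± 0.31). Those lower included the lipid droplet protein PLIN4 (-0.79 ± 0.19), IVD of leucine breakdown (-0.34 ± 0.08), UAP1L1 (-0.47 ± 0.12), SLC25A34 (-1.01 ± 0.27), C2orf16 (-0.63 ± 0.18), the tRNA-modifying enzyme TRMU (-0.38 ± 0.10) and JMJD4 (-0.41 ± 0.11). Their adjusted p was 0.844 for each by edgeR. In all, 948 genes were higher in every U12 library than in every control library and 1285 lower, 13.6% of the genes tested where chance gives 10%. Across genes, the fold change fell with GC content (Spearman's rho -0.42), and genes with a GC content under 42.8% had a median of 0.18.

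With a preset correlation between genes, limma's camera test called 7 of 24 lists with U12, 4 up and 3 down. With an estimated correlation none of the 7 held (lowest adjusted p = 0.465 with an estimated correlation), and by fry the lowest adjusted p was 0.264. The median log2 fold change was 0.85 for the 5 checkpoint genes that the study names, 0.24 for genes of G2 and mitosis, 0.23 for interferon-stimulated genes and 0.18 for NF-kB targets. It was -0.10 for cholesterol genes, -0.08 for core spliceosome proteins and -0.10 for genes encoded in mitochondrial DNA. No member of any list passed over all genes. DNA2 of the checkpoint genes and FAS, a death receptor among the p53 targets (2.09 ± 0.57), passed when adjusted over the list alone. FAS stood as high with GFP89 (2.09 ± 0.58), where it also passed over the list alone. Its level was low, at 0.109 CPM in the control, 0.470 with U12 and 0.474 with GFP89. The 454 tested genes with a U12-type intron had a median of 0.03 (adjusted p = 0.976 by limma's camera). The calls for interferon (0.18), NF-kB (0.16), cholesterol (-0.03), core spliceosome (-0.06) and mitochondrial genes (-0.10) ended without control replicate 1, and that for G2 and mitosis ended without control replicate 2 (0.16), control replicate 3 (0.30) or U12 replicate 1 (0.15). Without U12 replicate 2, interferon (0.21), core spliceosome (-0.03) and mitochondrial genes (-0.07) were not called, without U12 replicate 1 or control replicate 3 the cholesterol (-0.04 and -0.08) and mitochondrial genes (-0.05 and 0.02) were not, and the NF-kB median was 0.53 without control replicate 2, 0.28 without U12 replicate 1 and 0.35 without U12 replicate 3. Without control replicate 2 the cholesterol and mitochondrial medians were -0.16 and -0.17, and without U12 replicate 3 the cholesterol and core spliceosome medians were -0.18 and -0.13.

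U6atac snRNA against the same control asks the same of the other transfected snRNA. LRG1, a secreted acute-phase glycoprotein (ENSG00000171236.9), was 1.79 ± 0.37 higher (log2, SE) with U6atac, at 1.78 ± 0.132 CPM against 0.516 ± 0.185 in the control (SD, n = 3 each). C3, the central protein of complement (ENSG00000125730.12), was 1.42 ± 0.36 higher, at 108 ± 34.0 CPM against 40.3 ± 20.6. NFKBIZ was 0.98 ± 0.23 higher, the adhesion molecule ICAM1 0.77 ± 0.23, the prohormone-processing enzyme CPE 2.00 ± 0.45 and the lipid carrier APOE 1.09 ± 0.26. The sarcomeric actin ACTC1 differed by -0.78 ± 0.23 and the small heat shock protein HSPB8 by -0.64 ± 0.19. No gene passed an adjusted p under 0.05: edgeR called 0 of 16472 genes, with a smallest adjusted p of 0.877. At an unadjusted p under 0.05 stood 707 genes, 463 higher and 244 lower, fewer than the 824 that chance would give, and DESeq2 called 0. The likelihood ratio test of edgeR called 2, LRG1 and KIAA1377 (2.89 log2, mean 0.309 CPM), both at adjusted p = 0.0231; KIAA1377 also stood at 2.10 ± 0.64 with U12 and at 2.14 ± 0.64 with GFP89.

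The other genes of lowest unadjusted p with U6atac were the golgin GOLGA5 (1.25 ± 0.30), the collagen COL3A1 (0.74 ± 0.18) and VPS13C (1.24 ± 0.31) on the higher side. On the lower side were NAIF1 (-0.37 ± 0.10), the transcription factor ATOH8 (-0.67 ± 0.20), the taste receptor TAS1R3 (-0.87 ± 0.27), METTL13 (-0.31 ± 0.10), SPRN (-0.66 ± 0.22) and the ribosome assembly factor MRTO4 (-0.36 ± 0.12). By edgeR each had an adjusted p of 0.877. Without U6atac replicate 1, GOLGA5 stood at 0.78 and VPS13C at 0.82, and without control replicate 1, HSPB8 stood at -0.35 and MRTO4 at -0.20. Of all genes tested, 615 were higher in every U6atac library than in every control library and 756 lower, or 8.32% where chance gives 10%. The fold change again fell with GC content across genes (rho -0.45), and genes with a GC content under 42.8% had a median of 0.22.

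The camera test called 6 of the 24 lists with U6atac. Interferon-stimulated genes had a median of 0.38, with 28 of 32 tested members higher, among them the antiviral helicase DDX60 (2.30 ± 0.60) and IFIT1 (0.93 ± 0.31). DDX60 had few counts, at 0.623 CPM with U6atac and 0.125 in the control. It was also higher with GFP89 than in the control, at 0.301 CPM (1.27 ± 0.62). NF-kB targets had a median of 0.36, with 15 of 16 higher, and the 5 checkpoint genes one of 0.92. Fibroblast markers had a median of 0.22. They included COL3A1 and the matrix protein LUM (1.55 ± 0.61), which had 0.368 CPM with U6atac against 0.123 in the control. Core spliceosome proteins had a median of -0.12 and ribosomal protein genes one of -0.06. With an estimated correlation none of the 6 held (adjusted p = 0.0951 for interferon, 0.148 for NF-kB and for the core spliceosome, and 0.316 for the checkpoint genes, each with an estimated correlation), and by fry the lowest adjusted p was 0.0838. No member passed over all genes; DNA2 and COL3A1 passed when adjusted over the list alone. Without U6atac replicate 1 the checkpoint median was 0.30 and the ribosomal one reversed to 0.03, and the latter call also ended without control replicate 2 (-0.02). The fibroblast call ended without control replicate 1 (0.08), U6atac replicate 2 (0.23) or U6atac replicate 3 (0.15), the NF-kB median was 0.23 without U6atac replicate 2 and 0.87 without control replicate 2, and the interferon median was 0.21 without control replicate 1. The NF-kB median was 0.55 without U6atac replicate 1, the fibroblast median 0.12 without control replicate 2, and the ribosomal median -0.09 without control replicate 1 and -0.14 without U6atac replicate 2.

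The 5 checkpoint genes were higher than the control after all 3 transfected RNAs. Of these, 4 are given here: RAD50 and RBBP8 of DNA end processing, DNA2, and the cohesin subunit SMC3. With U12, the log2 fold changes were 0.62 ± 0.38 for RAD50, 0.85 ± 0.45 for RBBP8, 0.85 ± 0.38 for SMC3 and 1.02 ± 0.28 for DNA2. With U6atac, RAD50 stood at 0.88 ± 0.38, RBBP8 at 1.00 ± 0.45, SMC3 at 0.92 ± 0.38 and DNA2 at 1.03 ± 0.28. With GFP89, RAD50 stood at 0.38, RBBP8 at 0.65, SMC3 at 0.42 and DNA2 at 0.86. None of the 5 passed over all genes by edgeR in any of the 3 comparisons, and 1, DNA2, passed in each when adjusted over the list alone. Because the study chose these genes on the same libraries, their direction is not independent evidence. Against GFP89, the 5 genes had a median of 0.23 with U12 and 0.34 with U6atac, which limma's camera did not call (adjusted p = 0.275 and 0.214). This depended on single libraries: with U12 the median was 0.55 and called without GFP89 replicate 3, 0.43 without U12 replicate 3 and 0.08 without GFP89 replicate 2. With U6atac it was 0.70 without GFP89 replicate 3 and 0.64 without U6atac replicate 2, both called, 0.60 without U6atac replicate 3, 0.20 without GFP89 replicate 2 and -0.11 without U6atac replicate 1. Without U6atac replicate 1, in which RAD50 had 7.92 CPM against 2.97 and 3.37 in the other U6atac libraries, RAD50 stood at 0.30 with U6atac, SMC3 at 0.36 and RBBP8 at 0.26. Without GFP89 replicate 3, RAD50 stood at -0.07, SMC3 at -0.04 and RBBP8 at 0.31 with GFP89, and RAD50 stood at 0.59 without GFP89 replicate 2 and at 0.22 without control replicate 2.

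**Figure D2:**
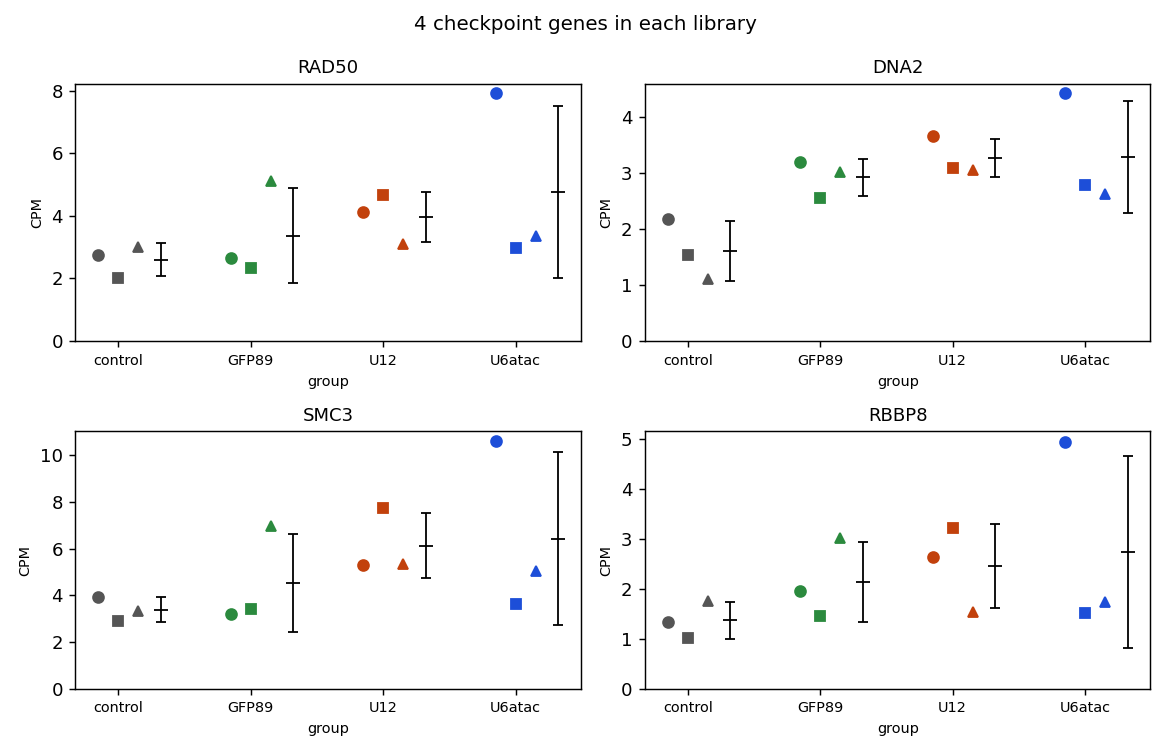
CPM of 4 checkpoint genes in each library by group, with 1 marker shape per replicate number and a bar for the mean ± SD of 3 libraries. U6atac replicate 1 (circle) stands above the other U6atac libraries for each of the 4 genes, as for RAD50 at 7.92 CPM against 2.97 and 3.37.

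GFP89 against the control shows the background of transfecting an unrelated RNA. DNA2 was 0.86 ± 0.28 higher (log2, SE) with GFP89, at 2.93 ± 0.331 CPM against 1.61 ± 0.540 (SD, n = 3 each), and VPS13C was 0.87 ± 0.31 higher. NFKBIZ stood at 0.25 ± 0.24 with GFP89, IL8 at -0.01 ± 0.33 and C3 at 0.12 ± 0.35. The lipase-like PNPLA3 (-0.62 ± 0.23), the potassium channel subunit KCNJ11 (-0.85 ± 0.33) and the immune surface protein CD83 (-0.49 ± 0.21) were among the genes of lowest unadjusted p on the lower side, with MRPL23-AS1, SH3BGR, CTD-2031P19.4, NIPAL3 and PPP1R11. On the higher side were also ATAD2B (1.06 ± 0.37), ZNF365 (1.00 ± 0.38), USP3-AS1, DLGAP1-AS1, the nuclear receptor coactivator NCOA2 and RAPGEF2. edgeR called 0 of 16472 genes, with a smallest adjusted p of 1.00, and 182 genes stood at an unadjusted p under 0.05, 96 higher and 86 lower. DESeq2 and the likelihood ratio test called 0. Every GFP89 library was above every control library for 419 genes and below for 442, 5.23% where chance gives 10%.

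Camera called 5 lists with GFP89. Hypoxia and glycolysis genes had a median of -0.25, while genes of G1/S (0.07), mitochondrial DNA (0.10) and ribosomal proteins (0.05) and the 5 checkpoint genes (0.42) were up. None held with an estimated correlation (lowest adjusted p = 0.819 with an estimated correlation) or by fry (0.893). Interferon-stimulated genes (0.05) and NF-kB targets (-0.06) were not called with GFP89 (camera adjusted p = 0.176 and 0.684). The NF-kB list was called down without control replicate 1 (-0.21) and up without control replicate 2 (0.17), and the interferon median was 0.02 without control replicate 1 and without GFP89 replicate 1. Without GFP89 replicate 3 the calls for the checkpoint (0.22), G1/S (0.01), hypoxia (-0.10) and mitochondrial genes (0.03) ended, and without control replicate 2 those for G1/S (-0.00407), hypoxia (-0.00417) and mitochondrial genes (-0.00165) did. The G1/S call also ended without control replicate 3 (0.08) or GFP89 replicate 1 (0.06), the hypoxia call without GFP89 replicate 1 (-0.21), and the mitochondrial call without control replicate 1 (0.11) or GFP89 replicate 2 (0.11). The ribosomal call ended without control replicate 1 (-0.00271), control replicate 3 (0.04), GFP89 replicate 1 (0.04) or GFP89 replicate 2 (-0.000172), and its median was 0.08 without control replicate 2 and 0.09 without GFP89 replicate 3. The G1/S median was 0.13 without control replicate 1 and 0.14 without GFP89 replicate 2, the hypoxia median -0.40 without GFP89 replicate 2, and the mitochondrial median 0.18 without control replicate 3.

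U12 and U6atac against GFP89 ask what the snRNAs did beyond a transfected RNA. Camera called the lists below with a preset correlation, none of them held with an estimated correlation (lowest adjusted p = 0.434 for U12 and 0.110 for U6atac, each with an estimated correlation), and no list member passed over all genes by edgeR. NF-kB targets were higher with both: their median was 0.29 with U12, with IL8 at 1.02 ± 0.33, and 0.37 with U6atac, with ICAM1 at 0.78 ± 0.23 and IL8 at 0.94 ± 0.33. Core spliceosome proteins were lower with both, at -0.10 and -0.12, as for PRPF19 (-0.29 ± 0.10 and -0.25 ± 0.10). Hypoxia and glycolysis genes were higher with both, at 0.16 and 0.28, as for the hexokinase HK2 (0.71 ± 0.25 and 0.63 ± 0.25). Camera called 6 lists for U12, the other 3 being mesenchymal genes (0.11, up), cholesterol genes (-0.12) and mitochondrial genes (down), and 7 for U6atac, the other 4 being interferon-stimulated genes (0.25, up), and G1/S, immediate early (-0.06) and ribosomal protein genes (-0.10), all down. The G1/S call was down although the median and mean of its members were above 0. The NF-kB and core spliceosome calls held without each library in turn, with NF-kB medians of 0.46 (U12) and 0.58 (U6atac) and a core spliceosome median of -0.06 (U12) without GFP89 replicate 2. For U12, the cholesterol call ended without GFP89 replicate 1 (-0.05) or U12 replicate 1 (-0.08) and the mesenchymal call without U12 replicate 3 (0.09). Interferon-stimulated genes were not called for U12 (0.11). They were called up without GFP89 replicate 1 (0.20) or U12 replicate 1 (0.28), and their median was -0.04 without U12 replicate 2. For U6atac, the G1/S call ended without GFP89 replicate 1 (0.06), GFP89 replicate 3 (0.13), U6atac replicate 2 (0.12) or U6atac replicate 3 (0.15), and the immediate early call without GFP89 replicate 1 (-0.03), GFP89 replicate 3 (-0.05), U6atac replicate 1 (-0.11) or U6atac replicate 3 (-0.02). The hypoxia call for U6atac ended without GFP89 replicate 3 (0.24) and the ribosomal call without U6atac replicate 1 (-0.01). For U12 the hypoxia median was between 0.20 and 0.31 in fits without a library, highest without GFP89 replicate 2 (0.31), then GFP89 replicate 3 (0.29), U12 replicate 3 (0.27) and U12 replicate 1 (0.24). The mesenchymal median was 0.22 without GFP89 replicate 2, 0.19 without U12 replicate 1 and 0.18 without U12 replicate 2, the cholesterol median -0.21 without GFP89 replicate 2 and -0.18 without U12 replicate 3, and the mitochondrial median -0.12 without GFP89 replicate 3. For U6atac, the medians without GFP89 replicate 2 were -0.09 for G1/S, -0.15 for immediate early and -0.05 for ribosomal protein genes. The G1/S median was -0.18 without U6atac replicate 1, and without U6atac replicate 2 the immediate early median was -0.11 and the ribosomal one -0.18. For U12 against GFP89, edgeR called 0 genes, 882 stood at an unadjusted p under 0.05, and DESeq2 and the likelihood ratio test called 0. For U6atac against GFP89, edgeR called 0 and 615 stood at an unadjusted p under 0.05. There DESeq2 called CPE (2.37, adjusted p = 0.0324), and the likelihood ratio test called CPE and the antimicrobial peptides PI3 and CAMP; PI3 and CAMP were named after their values were seen.

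U12 against U6atac tests the difference between the snRNAs. Cholesterol genes were lower with U12 than with U6atac (median -0.15, all 22 members), as for LSS (-0.28 ± 0.11), and so were genes of mitochondrial DNA (-0.17). Genes of G2 and mitosis (0.06), immediate early genes (0.14) and ribosomal protein genes (0.05) were higher with U12. These were the 5 lists camera called, and none held with an estimated correlation (lowest adjusted p = 0.723 with an estimated correlation). The ribosomal direction reversed without U12 replicate 3 (-0.04) or U6atac replicate 1 (-0.04), and the immediate early one without U12 replicate 3 (-0.05), while that call ended without U6atac replicate 1 (0.15) or U6atac replicate 3 (0.14). The call for G2 and mitosis ended without U12 replicate 1 (0.03), U6atac replicate 2 (-0.03) or U6atac replicate 3 (-0.05), that for cholesterol without U12 replicate 1 (-0.19), and that for mitochondrial genes without U6atac replicate 3 (-0.09). The median for G2 and mitosis was 0.27 without U6atac replicate 1 and 0.03 without U12 replicate 2, the immediate early median 0.23 without U12 replicate 2, and the ribosomal median 0.12 without U12 replicate 1, 0.09 without U12 replicate 2 and 0.15 without U6atac replicate 2. Interferon (-0.10) and NF-kB (-0.06) lists were not called (camera adjusted p = 0.0797 and 0.489), nor was CPE, which differed by -1.81 ± 0.45. The interferon list was called down without U12 replicate 2 (-0.13), and the NF-kB median ran from -0.12 without U6atac replicate 3 to 0.05 without U6atac replicate 2. The 5 checkpoint genes (-0.07) and core spliceosome proteins (0.02) were also not called. The checkpoint genes were called up without U6atac replicate 1 (0.51), and core spliceosome proteins were called up without U12 replicate 2 (0.05). edgeR called 0 of 16472 genes, 185 stood at an unadjusted p under 0.05 (65 higher and 120 lower), and DESeq2 and the likelihood ratio test called 0.

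The 6 snRNA libraries (U12 and U6atac) against the 6 others (control and GFP89) follow the split that the study describes. NFKBIZ had 5.44 ± 0.917 CPM in the snRNA libraries and 3.01 ± 0.506 in the others (SD, n = 6 each), a difference of 0.86 ± 0.17 (log2, SE), and every snRNA library lay above every other. TXNIP, an inhibitor of thioredoxin (ENSG00000265972.1), had 8.19 ± 4.05 against 2.67 ± 0.973 CPM (1.62 ± 0.35), also without overlap. LRG1 was 1.34 ± 0.26 higher, YPEL2 1.08 ± 0.22, C3 1.10 ± 0.25 and IL8 0.98 ± 0.24. On the lower side, TRMU differed by -0.32 ± 0.07 and JMJD4 by -0.35 ± 0.08, with no overlap for either. Each of these had an adjusted p of 0.420 by edgeR, which called 0 of 16472 genes. At an unadjusted p under 0.05 stood 1747 genes, 785 higher and 962 lower, against 824 by chance. DESeq2 called 3 of them, all higher: NFKBIZ (adjusted p = 0.00404), LRG1 (0.0136) and YPEL2 (0.0230). The likelihood ratio test of edgeR called 11, 9 higher and 2 lower.

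**Figure D3:**
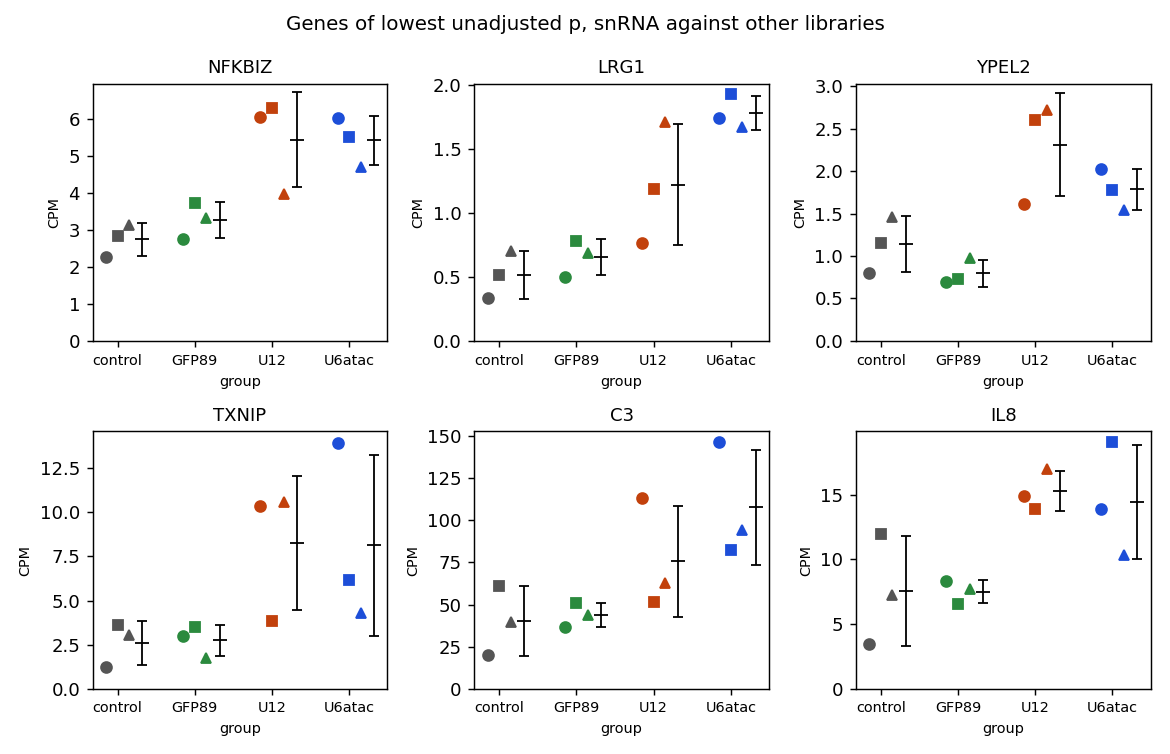
CPM in each library by group of the 6 genes NFKBIZ, LRG1, YPEL2, TXNIP, C3 and IL8, with 1 marker shape per replicate number and a bar for the mean ± SD of 3 libraries. For NFKBIZ, YPEL2 and TXNIP every U12 and U6atac library lies above every control and GFP89 library.

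The further genes of lowest unadjusted p in the snRNA libraries were KLHL24 (0.70 ± 0.16) and BCAS1 (0.50 ± 0.12) on the higher side. On the lower side were MPDU1 of protein glycosylation (-0.32 ± 0.08), HMOX1 (-0.40 ± 0.10), the RNA helicase DDX39A (-0.29 ± 0.07) and the actin-nucleating subunit ARPC4 (-0.26 ± 0.07). The fold change fell with GC content across genes here too (rho -0.39).

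NF-kB targets, interferon-stimulated genes and core spliceosome proteins were the lists that both camera and fry called with the snRNAs. Of 16 tested NF-kB targets 15 were higher, with a median of 0.35; 5 passed when adjusted over the list alone, IL8 and ICAM1 (0.62 ± 0.16) among them, and 0 over all genes. Of 32 tested interferon-stimulated genes 28 were higher, with a median of 0.27, as for IFIT1 (0.77 ± 0.22) and the guanylate-binding protein GBP1 (1.63 ± 0.45), and 0 passed over the list alone. Of 38 tested core spliceosome proteins only 5 were higher, with a median of -0.11, as for PRPF19 (-0.26 ± 0.07) and U2AF2 (-0.27 ± 0.08). Camera called these 3 lists (adjusted p = 4.76e-07, 0.00193 and 2.24e-06), and fry did as well (0.0343 for each), but each had an adjusted p = 0.110 with an estimated correlation. Camera also called the 5 checkpoint genes (0.59), hypoxia and glycolysis genes (0.23) and ribosomal protein genes (-0.05), with adjusted p = 0.493, 0.583 and 0.781 with an estimated correlation. The calls for NF-kB, interferon and core spliceosome held without each of the 12 libraries in turn, with an NF-kB median of 0.53 without control replicate 2 and a core spliceosome median of -0.07 without U12 replicate 2. The hypoxia call ended without control replicate 1 (0.14) or GFP89 replicate 3 (0.18) and had a median of 0.14 without U6atac replicate 1, the checkpoint median was 0.27 without U6atac replicate 1, and the ribosomal call ended without GFP89 replicate 2 (-0.01), U12 replicate 1 (-0.01), U12 replicate 2 (-0.02) or U6atac replicate 1 (0.01), with a median of -0.02 without control replicate 2, -0.10 without U12 replicate 3 and -0.09 without U6atac replicate 2.

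The mean level of a list in each library gave a separate test, an exact 2-sided permutation test over every split of the 12 libraries into 6 and 6, chosen after seeing that the camera settings differed. Core spliceosome proteins were lower in 6 of 6 snRNA libraries than in every other library (difference -0.11, exact p = 0.00216, the smallest these splits can give, adjusted 0.0260), and p53 targets higher in 6 of 6 (0.13, the same p and adjusted p). NF-kB targets (0.45) and mesenchymal genes (0.17) were higher in 5 of 6 than in every other library, each with an exact p of 0.00433 and adjusted 0.0260, and epithelial markers (0.22) in 5 of 6 with an adjusted exact p of 0.0416, although only 4 of the 9 tested epithelial markers were higher and their median was -0.06. Interferon-stimulated genes (0.29) missed the threshold at an adjusted exact p of 0.0519. With a GC correction per library none passed. The differences were then 0.41 for NF-kB targets, -0.14 for core spliceosome proteins, 0.25 for epithelial markers, 0.10 for p53 targets and 0.26 for interferon-stimulated genes, each with an adjusted exact p of 0.0519. Splicing regulators had the same adjusted exact p, at -0.10 where they stood at -0.00394 without the correction, and mesenchymal genes had 0.15 with an adjusted exact p of 0.0891. Among the p53 targets, in cells that lack functional p53, the death receptor FAS stood at 0.97 ± 0.38 and the oxidoreductase TP53I3 at -0.20 ± 0.07.

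**Figure D4:**
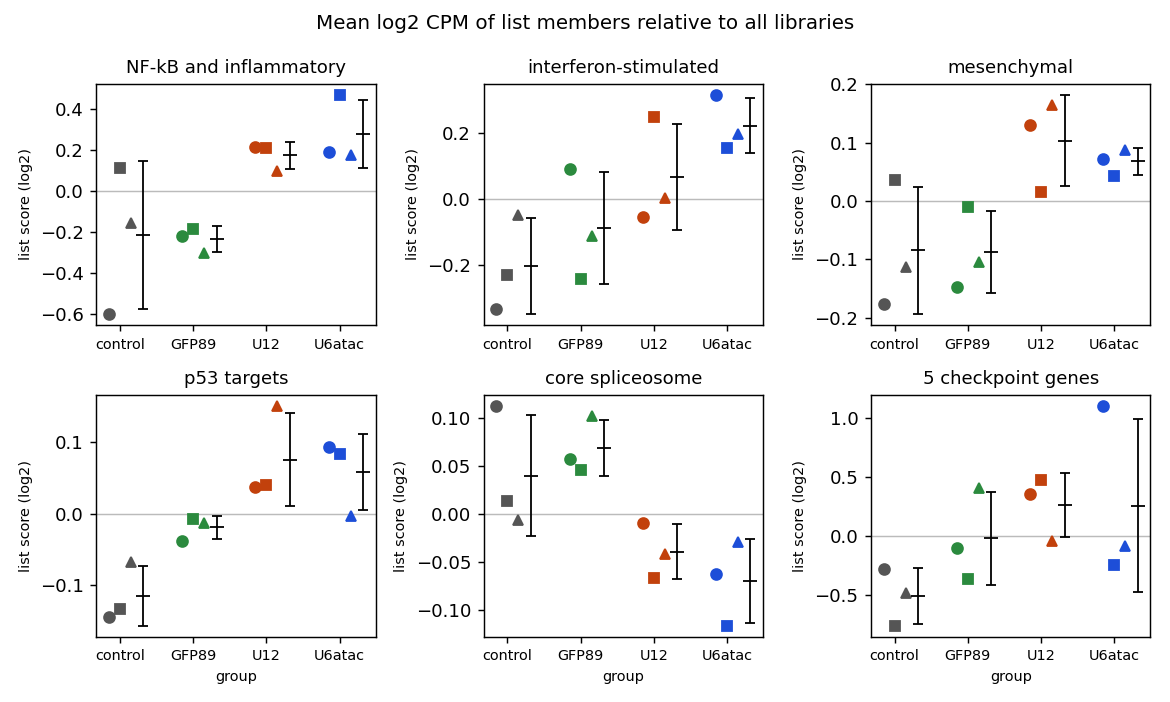
List scores, the mean log2 CPM of the members of 6 gene lists relative to their mean over all 12 libraries, by group, with 1 marker shape per replicate number and a bar for the mean ± SD of 3 libraries. All 6 snRNA libraries lie below the other 6 for core spliceosome proteins and above them for p53 targets.

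The other lists were not called by camera in the snRNA libraries (adjusted p from 0.0762 to 0.924), but several were without a single library. Mesenchymal genes were called up in 7 such fits (0.15 without control replicate 2, for example), fibroblast markers up in 6 (0.22 without control replicate 2), leukocyte and endothelial markers up in 2, without control replicate 2 (0.53) or U6atac replicate 1 (0.50), and mitochondrial genes down in 4 (-0.12 without U6atac replicate 3). Also called down were G1/S genes in 3 (-0.10 without U6atac replicate 1), splicing regulators in 3 (-0.06 without U6atac replicate 1), cholesterol genes in 2 (-0.09 without control replicate 2), and immediate early (-0.14) and histone genes (-0.17) without U12 replicate 3. Genes with a U12-type intron, the direct substrates of the minor spliceosome, had a median of 0.04 over 454 genes, of which 28 were higher and 38 lower at an unadjusted p under 0.05, GBP1 and the metastasis suppressor BRMS1 (-0.27 ± 0.07) being those of lowest p. Proteins of the minor spliceosome had a median of -0.08, as for PDCD7 (-0.15 ± 0.06) and SNRNP25 (-0.21 ± 0.07), and splicing regulators one of -0.04, as for SRSF2 (-0.32 ± 0.10). DNA repair and cell cycle lists stood at 0.07 for G1/S, 0.18 for G2 and mitosis, 0.11 for homologous recombination, 0.10 for damage signalling and 0.00165 for other repair, with UNG (-0.24 ± 0.06) and DLGAP5 (0.94 ± 0.27, and 0.60 without U6atac replicate 1) as members of low p. The medians were 0.04 for stress response genes, -0.08 for cholesterol genes, 0.06 for p53 targets, -0.01 for immediate early genes, 0.13 for mesenchymal genes, -0.06 for epithelial markers, -0.04 for mitochondrial DNA and -0.06 for histone genes. The p53 median was 0.07 to 0.12 in fits without a library, highest without GFP89 replicate 3. Markers of other cell types stood at 0.17 for fibroblasts and 0.37 for leukocytes and endothelium, with only 3 of 12 of the latter measurable. The camera direction was opposite to the median for G1/S, other repair and epithelial genes, and the mean was above 0 for the minor spliceosome, splicing regulator and epithelial lists.

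U12 and U6atac were compared gene by gene to ask how alike their effects were. Their log2 fold changes against the shared control correlated across 16472 genes with Pearson's r = 0.67 and had the same sign for 78.7% of genes. Simulated groups that differed in no gene but shared the control gave r = 0.50 ± 0.01 (SD over 20 simulations) and 66.6%, so part of the value comes from the control libraries. With the controls not shared, r was 0.31 (U12 against the control, U6atac against GFP89) and 0.26 (the reverse), where simulation gave 0.00331 and -0.000198. Genes are not independent replicates, and the trend with GC content was common to both comparisons; with a GC correction the shared-control r was 0.63. Of the genes at an unadjusted p under 0.05, 170 were higher with both, NFKBIZ, DNA2 and IL8 among them, and 94 lower with both, TRMU among them. The simulated groups that shared the control gave 98.4 ± 8.46 and 66.2 ± 5.81 (SD over 20 simulations). The simulations draw each gene independently and hold none of the spread of the libraries along the first component. Their SD is therefore too small a measure of chance. A spread of 0.10 was estimated for the shared-control r from leaving out single libraries. These fits share most of their libraries, so that spread can also understate chance. Whether the r of 0.67 exceeds the simulated 0.50 by more than chance was not tested. The 3 fits without a control library gave an r of 0.73 to 0.76, all above the 0.67 with all libraries. No simulated r is given for fits with fewer control libraries, so these values cannot be weighed against chance. No overlap of called genes could be formed, as edgeR called 0 in each.

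The mean distances between whole libraries set the snRNA libraries apart only slightly. The mean leading log2 fold change distance, taken over the 500 genes that differ most in a pair, was 2.12 ± 0.0747 (SD, 3 pairs) within the control, 2.07 ± 0.142 within U12, 2.21 ± 0.176 within U6atac and 2.09 ± 0.155 within GFP89. Between U12 and the control it was 2.14 ± 0.135 (9 pairs), and between U12 and U6atac 2.07 ± 0.171. Pairs across the snRNA and other libraries were 0.0603 farther apart than pairs within, with an exact permutation p = 0.0346. Over all genes the difference was 0.0201 (exact p = 0.0931), and with a filter on CPM it was 0.0973 (exact p = 0.0519), so the library distances passed only under some choices. The nearest library was one of the same group for 2 of the 12 libraries. Multidimensional scaling places libraries along a few dimensions by their distances. On its dimension 2 the snRNA libraries ran from 0.07 to 0.74 and the others from -0.88 to -0.14, without overlap. On dimension 1 they overlapped, at -0.91 to 1.05 and -0.77 to 0.56. The separation on dimension 2 was not tested.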

Values the study reported

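The study reports that U12 and U6atac snRNA acted alike on the transcriptome of SKOV3 cells and that the GFP fragment of 89 nucleotides resembled the control, 48 h after transfection. It names RAD50, DNA2, SMC3 and RBBP8 among the checkpoint genes raised by U12 or U6atac. From the matching samples it identified 3,946 proteins. It also states that the snRNAs carried modified nucleotides to avoid an immune response and that the absence of an interferon response was assessed.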

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

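Surrogate variables, the correction for GC content and length together, and the GC correction and replicate block for the similarity of effects were chosen after the data were seen. All 7 comparisons had 0 genes by edgeR under DESeq2's size factors (RLE), upper quartile factors, the CPM filter, a replicate block, GC offsets with and without the block or length, a 2-fold limit and every fit without a library, and in fits of only the libraries compared, which for the snRNA libraries against the others are all 12. At an unadjusted p under 0.05 stood 865, 707, 182, 882, 615, 185 and 1747 genes, in the order U12, U6atac and GFP89 against the control, U12 and U6atac against GFP89, U12 against U6atac, and snRNA against other. Without a filter on low counts edgeR called 12, 37, 1, 32, 23, 3 and 147 genes; the cause was not tested. The likelihood ratio test called 1, 2, 0, 0, 3, 0 and 11, and DESeq2 0, 0, 0, 0, 1, 0 and 3. With a surrogate variable the counts were 0, 0, 0, 1, 0, 0 and 944 (snRNA vs other, 484 higher); the cause was not tested.

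List calls by camera (7, 6, 5, 6, 7, 5 and 6) became 0 in every comparison with an estimated correlation, and by fry 0 in all but the last, with 3. The GC offset gave 2 lists for GFP89 against the control and 12 for snRNA against other, and a surrogate variable 11 for U6atac against GFP89; the cause was not tested. Without 1 library the list counts ranged from 2 to 9 (U12 against the control), 5 to 10 (U6atac), 1 to 8 (GFP89), 6 to 9 (U12 against GFP89), 5 to 11 (U6atac against GFP89), 2 to 8 (U12 against U6atac) and 5 to 13 (snRNA against other). Over all settings, the values of named genes kept their direction and side of the threshold 3305 times, passed it 70 times and reversed 3 times, and those of called lists and the p53 targets kept them 472 times, lost the call 151 times and reversed 7 times. For a list, reversed means the direction camera gives; the sign of the median changed 25 times, 19 of them with camera's direction kept. With U6atac against the control, the direction reversed without U6atac replicate 1 for ribosomal protein genes (-0.14 to 0.034 over fits without a library). With GFP89 against the control it reversed without GFP89 replicate 3 for SMC3 (-0.045 to 0.61) and RAD50 (-0.066 to 0.59), without GFP89 replicate 2 for RNU12 (-0.45 to 0.10), and without control replicate 2 for genes of mitochondrial DNA (-0.00165 to 0.18) and, by camera's direction, hypoxia genes (-0.40 to -0.00417). For U12 against U6atac it reversed without U12 replicate 3 for p53 targets (-0.078 to 0.070), immediate early genes (-0.054 to 0.23) and ribosomal protein genes (-0.044 to 0.15), the last also without U6atac replicate 1; the cause was not tested. The similarity of U12 and U6atac effects was r = 0.31 and 0.26 with controls not shared, which takes away the shared libraries, and 0.77 with the CPM filter; the cause of the latter was not tested. The library distances kept their direction but not their exact permutation p over all genes (0.0201, p = 0.0931) and with the CPM filter (0.0973, p = 0.0519); the cause was not tested. In simulated data, 44.3% (U12) and 46.8% (U6atac) of genes changed 2-fold against the control were recovered. There 4.89% and 4.88% of unchanged genes stood at an unadjusted p under 0.05, near the share that chance gives. The real libraries gave 865 (U12), 707 (U6atac) and 182 (GFP89) genes against the control, where 824 would by chance. Recovery in the real libraries may therefore be lower. The 0 calls do not show that many 2-fold changes are absent, and a single gene changed 2-fold can be missed.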

Other observations

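The tests of library size on the axis, of U6atac replicate 1 on the checkpoint genes and of splits with a surrogate variable were chosen only after their results were seen, as was the reading that a share left above 25% in every fit without a library argues against a whole cause.

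The libraries spread along an axis, 27.6% of the variance, that the groups do not follow, and no biological explanation was tested for it. Library size as the cause is argued against by an absolute Spearman's rho of 0.112 between the totals and the axis (permutation p = 0.732; Pearson's r 0.134, permutation p = 0.675, and 0.273 without the 2 libraries with totals farthest from the median). GC content may account for part of the axis: its gene loadings follow GC (rho 0.68 across genes), and with a GC offset per library the first component held 22% of the variance, between the bounds set for and against. GC content and an unnamed property of the libraries cannot be told apart for it, since RNA quality and preparation are not labelled per library. Replicate number is labelled. The replicate 1 libraries of all groups had negative scores on the axis (control -13.0, GFP89 -10.6, U12 -28.2 and U6atac -57.8). So did GFP89 replicate 3 (-22.9) and U12 replicate 2 (-10.6). Whether replicate number marks a batch along the axis was not tested.

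The 5 checkpoint genes were higher with U12 and U6atac, and also with GFP89. With the GC offset 70.6% of their median log2 fold change was left (54.0% to 80.6% over fits without a library), from 0.89 to 0.63, which argues against the GC trend as the whole cause, although camera's call of these genes ended with an estimated correlation (adjusted p = 0.465 with U12 and 0.316 with U6atac by limma's camera). A part played by the GC trend, the choice of these genes by the study on the same libraries and a response to the snRNAs stay open. Without U6atac replicate 1, the library with the strongest GC trend, 32.3% of the U6atac median was left (14.8% to 44.8%), from 0.92 to 0.30. That library may carry most of the U6atac value, but neither bound was met, and it cannot be told apart from a response that differed between libraries.

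By camera, NF-kB targets, interferon-stimulated genes and core spliceosome proteins differed between the snRNA and other libraries, but none was called with an estimated correlation (adjusted p = 0.110 for each by limma's camera), and interferon missed the threshold in the exact permutation test. The GC trend as the whole cause is argued against by the share of the median left with the GC offset, 90.4% for NF-kB (64.6% to 141% over fits without a library), 76.2% for interferon (47.3% to 99.4%) and 115% for the core spliceosome, and U6atac replicate 1 as the whole cause by the share left without it, 110%, 86.6% (51.4% to 93.1%) and 76.6% (64% to 95.3%), with each list still called by camera. A part stays open for those with a range given here, which goes below the 75% set in advance. All counts of splits here include the real one. Of 100 splits of the 12 libraries, 4 gave a camera p as small for NF-kB (real 1.69e-08 in the same fit of the 2 sides, smallest other 1.58e-12). For interferon 5 did (0.000331, 3.36e-05), and for the core spliceosome 2 (8.73e-08, 1.71e-08). These lists were put to this test because camera had called them in the real split, out of 24 lists. The shares do not allow for that choice. Chance is therefore not excluded for interferon, and the test cannot decide it for NF-kB or the core spliceosome. A response to the transfected snRNAs, such as sensing of foreign RNA, is a candidate explanation. The design cannot separate it from a response to RNA length or sequence, and it was not tested. The study states that the snRNAs carried modified nucleotides against an immune response. It also states that the samples were checked for the absence of an interferon response.

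Other splits of the same libraries often gave as many genes. In fits of the 6 libraries compared, their 10 splits into 3 and 3 are too few for a share under 0.05. Those with as many genes at an unadjusted p under 0.05 as the real split numbered 4 for U12 against the control (real 968, highest other 2617), 6 for U6atac (389, 3239) and 8 for GFP89 (176, 4057). They numbered 4 for U12 against GFP89 (901, 3040), 5 for U6atac against GFP89 (442, 4695) and 9 for U12 against U6atac (112, 5051). For the snRNA libraries against the others, 16 of 100 drawn splits gave as many (2094, highest other 5766), and 53 of 100 gave as many called lists (6, highest other 12), so chance is excluded for neither count. Splits with several times the real count at an unadjusted p under 0.05, such as 4057 genes against 176 for GFP89 and the control, point to a structure of the libraries other than the groups.

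With a surrogate variable estimated for each split, the real split called 1320 genes in a fit of the 2 sides, and 4 of 100 drawn splits called as many, with 4013 in the highest other. A first draw of 40 splits had given 3 as many, a share above 0.05, and the draw was enlarged to 100 after that was seen. That share is near the limit, so chance is not clearly excluded, and the 944 genes of the surrogate fit rest on an alternative chosen after seeing the data.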
